A study of Mus musculus with 4 samples. Its data were reported in "TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival" (2026).

How the data were processed

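Neural stem cells of 4 genotypes were profiled by Nanopore long-read sequencing of PCR-amplified cDNA, 1 library per genotype. Per the labels, groups were Tut1f/f given an empty lipid nanoparticle (LNP), and Tut1f/f, Trp53f/f and double-floxed cells given LNP with Cre mRNA, all for 3 days. The authors deposited 1 table of isoforms with a column of whole-number read counts per library, not normalized. For long-read data of dissected embryonic pallium the study names minimap2 and FLAIR with an Ensembl mouse transcriptome. The tool, genome build and filters behind the table of neural stem cells were not stated, nor whether several runs were pooled in a column.

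Each of the 255164 entries paired an isoform with either an Ensembl gene or a chromosome position. Of these, 46637 named a gene: 21893 were plain Ensembl transcripts, 6726 were variants of an Ensembl transcript and 18018 were isoforms named by a read. The other 208527 named no gene and held between 17.2% and 30.2% of a library's reads. They stayed out of library sizes and tests, and were counted only as a share. Symbols, positions (1-based) and transcript biotypes came from GENCODE M21 on GRCm38, which held 21811 (99.6%) of the plain transcripts and symbols for 14936 of 14949 genes (99.9%). Positions of isoforms named by a read were not used. Gene counts were isoform counts summed per gene identifier. A gene that shares sequence with a copy elsewhere, or overlaps a neighbour, can exchange reads with it, since the handling of multiple matches and strand in the table was not stated.

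Tests, gene lists, thresholds and most alternatives were fixed before the data were examined. Gene counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, default expression filter) in an additive model of Tut1 and Trp53 status over the 4 libraries, which leaves 1 residual degree of freedom. A gene was called at a Benjamini-Hochberg FDR under 0.05 with at least a 2-fold change. DESeq2 1.42.0 was the alternative tool. Standard errors are the log2 fold change over the square root of F. With 1 column per sample, single libraries were compared without a test: a gene was counted as different when its ratio of TMM-scaled CPM (reads per 1e6 gene reads) was at least 2-fold and its exact 95% interval excluded no change. Isoform usage was the isoform's percentage of its gene's reads. Its dependence on Tut1 status was tested with edgeR's diffSpliceDGE in the additive model. Pairs of libraries were compared with Fisher's two-sided exact test on reads, for isoforms with at least 10 reads over the libraries compared in genes with at least 20 reads in each, and called at an FDR under 0.05 with a difference of at least 10 percentage points. That test compares libraries, not conditions.

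Because several comparisons share a library, calls were also counted in 20 simulations of unchanged usage. Each kept the gene totals of the real libraries and drew isoforms from the pooled usage of all 4. One version had sampling error only, the other added a spread between libraries with an intraclass correlation of 0.0136, estimated by taking every difference between the 4 libraries as noise. The added spread was equal in all libraries. It gave far more calls between libraries with Cre mRNA than were observed, so it overstates their spread. It gave fewer calls against Tut1f/f than were observed, so it understates how far that library lies from the others.

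The gene lists held 25 p53 targets, 20 genes of the unfolded protein response, 17 U6-binding or U6-processing proteins and 12 neural stem cell genes. A list's median log2 ratio (pseudocount 0.5 CPM, genes with at least 1 CPM on average) was placed among 10000 random lists of equal size matched in 20 bins of mean expression. Its interval came from 1000 Poisson resamples of the counts. Shares have Wilson 95% intervals and CPM values exact Poisson 95% intervals. A count of 0 was set against a floor of 3 counts. Retained intron isoforms were plain Ensembl transcripts of that biotype. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used.

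Genes and isoforms named are the targets Tut1 and Trp53, the genes whose splicing the study assayed (Pnisr, Prpf4b, Ube2v2 and Rit1), list members past the thresholds, and up to 10 isoforms per tested table with the largest change among those past the thresholds, at 10 CPM or more in a library and changed in the same direction in both Tut1 comparisons without a common library. Anything else named was chosen after its values were seen.

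The gene fit, the usage fit, the exact test on usage, the ratio rule and the list percentiles were tested on simulated data. For the Tut1 effect on gene counts, with the spread of these libraries (dispersion 0.145) and 200 of 9518 genes changed 8-fold, edgeR recovered 161 (80.5%) among 167 calls, and with nothing changed it called 0 of 9527. Smaller changes were not simulated at that spread, so a count of 0 calls does not exclude them. For the Tut1 effect on isoform usage, with the spread of these libraries (dispersion 0.172) and the leading pair of isoforms exchanged by at least 20 points, diffSpliceDGE recovered 51 of 182 changed genes (28.0%) over 4671 genes, with 0 isoforms called elsewhere, and with nothing changed it called 0 of 20534 isoforms. That fit misses most changes of that size. For Tut1f/f;Cre against Tut1f/f, the usage test recovered 173 of 175 genes changed by 20 points or more (98.9%) over 4622 genes, with 7 isoforms called in unchanged genes. The changed genes had at least 100 reads in each library and the simulation had sampling error only, so recovery in genes nearer the minimum is lower than this or unknown. For the same comparison the ratio rule recovered 196 of 200 changed genes (98.0%) over 9882 genes, with 80 false calls, and 96.1% of intervals held the true ratio. For that comparison a raised list of 20 genes lay at percentile 100.0, and 37 of 40 unchanged lists lay within the central 95%.

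Alternatives were DESeq2 size factors, DESeq2, no expression filter, a mean of at least 50 reads, no fold threshold, no Trp53 term, the remaining split of the 4 libraries in place of Tut1 status, gene minimum 50, isoform minimum 30, 20 points, thinning every library to 2863392 gene reads, pseudocount 2, lists at 10 CPM, scaling by library total, another control for the double knockout, and shares over other sets of genes. Each library was also left out in turn, in fits of Tut1 or Trp53 status alone, an alternative chosen after seeing the data. Fits with replicate numbers were not run, since each sample had 1 column. Splicing events such as single retained introns or exons were not analysed here. The table holds isoforms without their exon structure, which the annotation gives for plain Ensembl transcripts only.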

Results

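Nanopore long-read RNA sequencing was used to ask whether loss of Tut1 changes mRNA splicing in mouse neural stem cells. Tut1 encodes a terminal uridylyltransferase that adds uridines to the 3′ end of U6 snRNA, a core RNA of the spliceosome. Floxed cells were given lipid nanoparticles (LNP) carrying mRNA for the Cre recombinase, which removes floxed exons, for 3 days. The 4 libraries were labelled Tut1f/f (LNP without Cre mRNA, the control), Tut1f/f;Cre, Trp53f/f;Cre and Tut1f/f;Trp53f/f;Cre, 1 of each. Co-deletion of Trp53, the gene of the tumour suppressor p53, was meant to limit effects of cell death on splicing. There were no replicates, so no difference between 2 libraries has a replicate check. Intervals and floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

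The libraries held 5125888, 4253498, 4830314 and 3936827 reads in that order, of which 4244467, 2968653, 3432639 and 2863392 named a gene. Reads were detected for 13263 genes in Tut1f/f, 13689 in Tut1f/f;Cre, 13698 in the library labelled Trp53f/f;Cre and 13620 in the library labelled Tut1f/f;Trp53f/f;Cre. Between 55.8% and 58.5% of detected genes had at least 2 isoforms. The ribosomal RNA gene CT010467.1 (chr17, 39846353 to 39848827, minus strand) took 18.7% of gene reads in Tut1f/f against 9.75%, 8.91% and 5.46% in the others. TMM factors were 0.937, 1.02, 1.02 and 1.03. Scaling by library total in place of TMM raised the median log2 ratio of all genes by 0.12, 0.12 and 0.14 in the comparisons of the libraries with Cre mRNA with Tut1f/f.

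The targeted genes were examined first. Tut1 (ENSMUSG00000071645, GRCm38 chr19, 8953847 to 8966210, plus strand) had 37 reads in Tut1f/f and 11 in Tut1f/f;Cre, or 9.30 TMM-scaled reads per 1e6 gene reads (CPM; 95% interval 6.55 to 12.8) and 3.63 CPM (1.81 to 6.50), a log2 ratio of -1.36 (-2.48 to -0.36). The library labelled Trp53f/f;Cre, in which Tut1 should be intact, had 14 reads (4.02 CPM, 2.20 to 6.74) and lay below Tut1f/f by a log2 ratio of -1.21 (-2.21 to -0.29). The library labelled Tut1f/f;Trp53f/f;Cre had 27 reads (9.15 CPM, 6.03 to 13.3) and a log2 ratio to Tut1f/f of -0.02 (-0.80 to 0.73), and lay above the library labelled Trp53f/f;Cre by 1.19 (0.21 to 2.23). Tut1 reads thus went against both labels. The study describes the deletion as loss of exon 2 from the mRNA, so total Tut1 reads need not fall, and the exon content of most isoforms is not given by the table. The annotated transcript ENSMUST00000096239 had 28 reads in Tut1f/f, 0 in Tut1f/f;Cre, 2 in the library labelled Trp53f/f;Cre and 6 in the library labelled Tut1f/f;Trp53f/f;Cre. The 0 allows up to 0.990 CPM (3 counts) against 7.04 CPM (4.68 to 10.2) in Tut1f/f. The log2 ratios of the other 2 libraries to Tut1f/f were -3.62 (-6.73 to -1.63) and -1.79 (-3.35 to -0.49). Every Tut1 direction below that involves these 2 libraries rests on their labels.

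Trp53 (ENSMUSG00000059552, chr11, 69580359 to 69591873, plus strand) was lowest in both libraries labelled as Trp53-deleted, and lower in Tut1f/f;Cre, labelled as intact, than in Tut1f/f. It had 175 reads in Tut1f/f (44.0 CPM, 37.7 to 51.0), 67 in Tut1f/f;Cre (22.1 CPM, 17.1 to 28.1), 10 in the library labelled Trp53f/f;Cre (2.87 CPM, 1.38 to 5.28) and 19 in the library labelled Tut1f/f;Trp53f/f;Cre (6.44 CPM, 3.88 to 10.1). Log2 ratios to Tut1f/f were -0.99 (-1.42 to -0.58), -3.94 (-5.02 to -3.03) and -2.77 (-3.54 to -2.09).

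**Figure D1:**
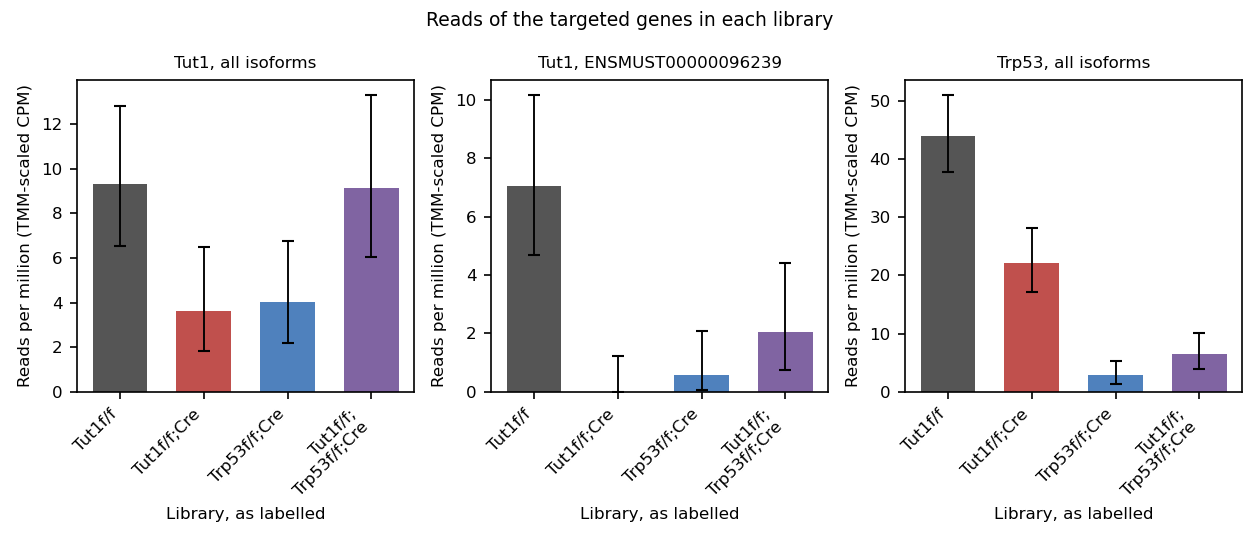
TMM-scaled CPM (y axes) of all Tut1 isoforms, of the Tut1 transcript ENSMUST00000096239 and of all Trp53 isoforms in the 4 libraries (x axes, 1 library per bar); error bars are exact Poisson 95% intervals and cover counting error only. Tut1 was at 3.63 CPM in Tut1f/f;Cre and 4.02 CPM in the library labelled Trp53f/f;Cre but at 9.15 CPM in the library labelled Tut1f/f;Trp53f/f;Cre, while Trp53 was lowest in both libraries labelled as Trp53-deleted.

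The additive edgeR model over all 4 libraries tested 9882 genes, with 1 residual degree of freedom. It called 0 genes for Tut1 status, with 171 at an unadjusted p under 0.05, and DESeq2 also called 0, with 70 at an unadjusted p under 0.05. The alternative that moved this count most was the remaining split of the libraries, Tut1f/f with Tut1f/f;Trp53f/f;Cre against the other 2. It corresponds to neither gene alone, but to a Tut1 effect that differs by Trp53 status. Xist and Y-linked genes follow the same split, so such an effect cannot be told apart from the sex of the cells. For that split edgeR called 5 genes, with 1178 at an unadjusted p under 0.05. These were Xist (log2 fold change 8.61, FDR 0.0237), higher in the other 2 libraries, and Kdm5d (-9.60, FDR 0.00542), Ddx3y (-9.18, FDR 0.00931), Eif2s3y (-9.59, FDR 0.00542) and Aldh1l1 (-3.00, FDR 0.0412), lower there. They were chosen after their values were seen, and the fitted folds of genes with 0 reads are not bounds. For Tut1 itself edgeR gave a log2 fold change of -0.09 (SE 0.778, p 0.907, FDR 1).

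For Trp53 status edgeR called 1 gene, Rpl3-ps1, with a log2 fold change of 3.00 (SE 0.429, FDR 2.9e-08), and 147 genes had an unadjusted p under 0.05. DESeq2 also called 1, Rpl3-ps1, with 62 at an unadjusted p under 0.05. Rpl3-ps1 (chrX, 13202571 to 13203780, plus strand) is a processed pseudogene of Rpl3 and had 823, 475, 4457 and 4753 reads in the 4 libraries, so its counts are uncertain: Rpl3 itself had 10994, 6566, 3595 and 4539. It was named after its values were seen. Trp53 had a log2 fold change of -2.81 (edgeR, SE 0.670, p 2.8e-05, FDR 0.0922) and did not pass the FDR threshold. The count moved most in edgeR fits of Trp53 status alone that left out 1 library, chosen after seeing the data: 1381 genes without Tut1f/f;Cre, where Tut1f/f alone stood against both libraries labelled as Trp53-deleted, and 15 without Tut1f/f. With all 4 libraries that fit called 1.

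Single libraries were then compared by ratio and counting interval, without a test. Of the 9882 genes, 2569 differed at least 2-fold between Tut1f/f;Cre and Tut1f/f (1255 higher, 1314 lower). The library labelled Trp53f/f;Cre, meant as the control for Trp53 loss, differed from Tut1f/f in 2747 genes (1233 higher, 1514 lower), and the library labelled Tut1f/f;Trp53f/f;Cre in 1986 (1022 higher, 964 lower). The libraries with Cre mRNA were closer to each other. The library labelled Tut1f/f;Trp53f/f;Cre differed from the one labelled Trp53f/f;Cre in 715 genes (462 higher, 253 lower) and from Tut1f/f;Cre in 444 (220 higher, 224 lower), and Tut1f/f;Cre differed from the library labelled Trp53f/f;Cre in 331 (216 higher, 115 lower). The SD of the log2 ratio over genes was 1.05, 1.09 and 0.95 against Tut1f/f and 0.62, 0.55 and 0.50 among the libraries with Cre mRNA. For Tut1f/f;Cre against Tut1f/f, a mean of at least 50 reads, which left 5586 genes, moved the count most as a ratio, to 1159, and dropping the 2-fold requirement, chosen after seeing the data, moved it most in number of genes, to 5464.

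Lists of genes fixed in advance described the same comparisons. Over 25 of 25 p53 targets the median log2 ratio to Tut1f/f was -1.56 (-1.74 to -1.21) in the library labelled Trp53f/f;Cre, at percentile 0.0 of 10000 matched random lists, with 22 genes lower and 19 lower by at least 2-fold with an interval excluding no change. Cdkn1a had 744, 649, 171 and 221 reads in the 4 libraries. In Tut1f/f;Cre the median was -0.13 (-0.26 to 0.05, percentile 30.3): Polk was higher (log2 1.99), and Ccng1 (-1.87), Phlda3 (-2.81) and Zmat3 (-2.02) were lower. In the library labelled Tut1f/f;Trp53f/f;Cre against the one labelled Trp53f/f;Cre it was 0.21 (0.10 to 0.48, percentile 92.2), with Eda2r higher (1.52). In the edgeR model of Trp53 status, 9 of 24 tested targets were called when adjusted over the list alone, all 9 lower (Pmaip1, Cdkn1a, Eda2r, Ccng1, Bbc3, Trp53inp1, Phlda3, Fas and Sesn2), and 0 when adjusted over all genes. For Tut1 status edgeR called no gene of any of the 4 lists, whether adjusted over the list alone (smallest FDR 0.513) or over all genes. For Trp53 status it called none of the other 3 lists either way (smallest FDR adjusted over the list alone 0.460). The setting that moved list medians most was Tut1f/f as control of the double knockout, with -1.29 for p53 targets.

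Unfolded protein response genes (20 of 20) had a median log2 ratio of -0.55 (-0.80 to -0.41, percentile 0.61) in Tut1f/f;Cre against Tut1f/f. Hspa5 (-1.34), Atf4 (-1.32), Xbp1 (-1.05), Herpud1 (-2.35), Hyou1 (-1.05) and Asns (-1.41) were lower by at least 2-fold. In the library labelled Trp53f/f;Cre the median was -0.34 (-0.44 to -0.24, percentile 7.44), with Hspa5 (-1.42), Atf4 (-1.11) and Herpud1 (-1.94) lower and Trib3 (1.42) higher. The library labelled Tut1f/f;Trp53f/f;Cre against the one labelled Trp53f/f;Cre gave 0.05 (-0.17 to 0.21, percentile 47.5), with Xbp1 (-1.01) and Trib3 (-1.51) lower. U6-binding and U6-processing proteins (16 of 17 used) had medians of 0.20 (percentile 82.6), 0.12 (65.2) and 0.27 (97.45) in the same comparisons. Lsm2 (-2.04) and Usb1 (-1.57) were lower and Mepce (1.59) higher in Tut1f/f;Cre, Lsm2 (-1.90) and Usb1 (-1.85) were lower in the library labelled Trp53f/f;Cre, and Prpf3 (1.67) and Mettl16 (1.13) were higher in the double knockout comparison. Neural stem cell genes (9 of 12 used) had medians of 0.84 (percentile 99.99), 0.83 (99.97) and 0.01 (31.1). In Tut1f/f;Cre, Nes (1.13), Pax6 (1.17), Sox9 (1.23) and Hes1 (1.74) were higher. In the library labelled Trp53f/f;Cre 5 of 9 rose and 4 fell, with Nes (1.05), Sox9 (1.28) and Hes1 (1.61) higher and Vim (-1.03) lower by at least 2-fold, and by library total 7 rose and 2 fell.

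Isoform usage was examined next. For Tut1 status, edgeR's diffSpliceDGE called 0 of 21738 isoforms in 5004 genes, with 53 isoforms at an unadjusted p under 0.05 and a difference of at least 10 points. No second tool was run on this model. Leaving out the Trp53 term gave 0 calls and 79 such isoforms, and the remaining split gave 0 and 235. Leaving out 1 library as well, chosen after seeing the data, moved the count most: 294 isoforms without the library labelled Trp53f/f;Cre, where Tut1f/f alone stood against both libraries labelled as Tut1-deleted, and 0 without any of the others. In simulated libraries with the spread of these 4 the additive fit recovered 28.0% of genes changed by at least 20 points, so 0 calls do not exclude such changes.

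Between pairs of libraries, Fisher's two-sided exact test on reads compared those libraries, not the conditions. It called 1597 isoforms in 1012 genes between Tut1f/f;Cre and Tut1f/f (774 higher, 823 lower, of 17089 tested). It called 1710 in 1081 genes for the library labelled Trp53f/f;Cre against Tut1f/f, and 1224 in 807 genes for the library labelled Tut1f/f;Trp53f/f;Cre against Tut1f/f. The library labelled Tut1f/f;Trp53f/f;Cre differed from the one labelled Trp53f/f;Cre in 227 isoforms of 173 genes (103 higher, 124 lower), and from Tut1f/f;Cre in 26. Tut1f/f;Cre differed from the library labelled Trp53f/f;Cre in 38. The Tut1f/f library was thus on 1 side of most calls. A threshold of 20 points moved these counts most, to 870 for Tut1f/f;Cre against Tut1f/f.

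Changes shared by both Tut1-deleted genotypes were counted in 2 ways. In the pair of comparisons without a common library, Tut1f/f;Cre against Tut1f/f and the library labelled Tut1f/f;Trp53f/f;Cre against the one labelled Trp53f/f;Cre, 29 isoforms of 20 genes were called in the same direction (14 higher, 15 lower) and 63 in opposite directions. Simulated unchanged libraries gave a median of 44.5 in the same direction (range 35 to 65), with a spread that overstates the libraries with Cre mRNA, and 0 with sampling error only. With Tut1f/f as control of both, the setting that moved the count most, 781 isoforms were shared. The simulated value for that shared control was 230.0 (211 to 250). Of the 781, 164 isoforms in 138 genes were not called in the library labelled Trp53f/f;Cre, where simulation gave 123.5 (110 to 151). The same count for Tut1f/f;Cre with the library labelled Trp53f/f;Cre was 1019 shared, 402 of them not called in the library labelled Tut1f/f;Trp53f/f;Cre, against simulated 228.5 (208 to 273) and 129.5 (117 to 155). For the 2 libraries labelled as Trp53-deleted it was 739 and 122, against 234.0 (206 to 268) and 135.5 (108 to 156). The simulated libraries gave fewer calls against Tut1f/f (962.5, 996.0 and 1005) than were observed, so shared counts above their range can follow from Tut1f/f lying further from the other libraries than simulated.

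**Figure D2:**
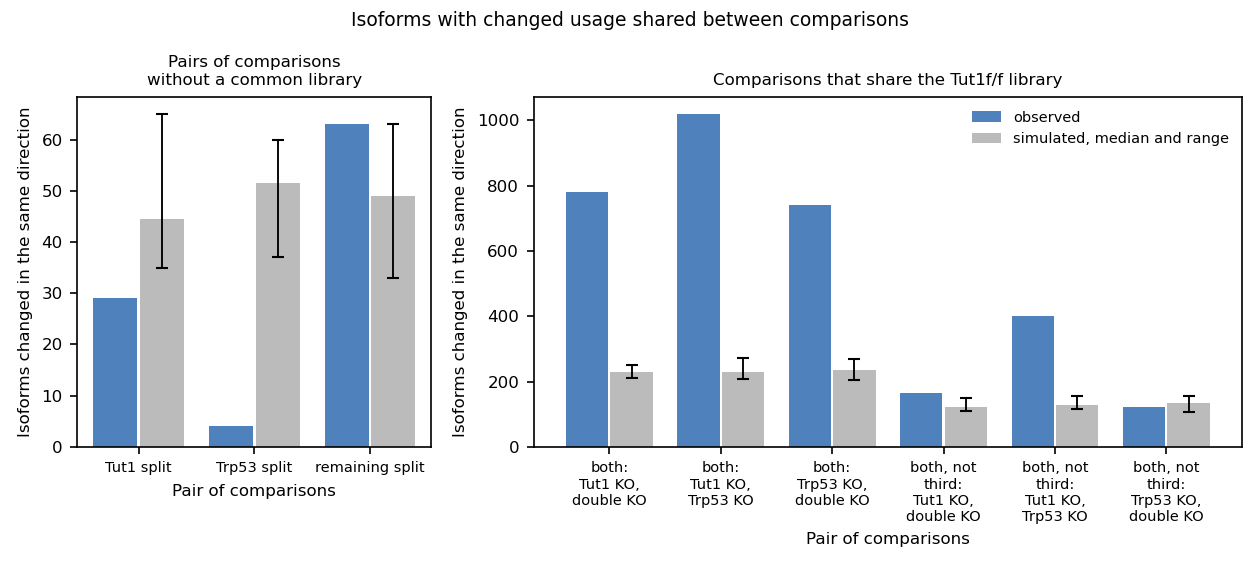
Number of isoforms called in the same direction (y axes) for pairs of comparisons without a common library (left) and against the shared Tut1f/f library (right); blue bars are observed, grey bars simulated unchanged libraries with their range as error bars, KO marks the libraries labelled Tut1f/f;Cre (Tut1), Trp53f/f;Cre (Trp53) and Tut1f/f;Trp53f/f;Cre (double), and the remaining split sets Tut1f/f and the double knockout against the other 2. The Tut1 split, at 29, lay below its simulated range, and the 781 shared by both libraries labelled as Tut1-deleted lay above theirs but below the 1019 shared by Tut1f/f;Cre and the library labelled Trp53f/f;Cre. The simulation overstates the spread between libraries with Cre mRNA and understates how far Tut1f/f lies from them. Neither position against its range therefore shows fewer or more shared changes than chance.

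The 4 genes whose splicing the study had assayed in these cells were examined by isoform, although they were chosen by the study from the same system and are not independent. In Pnisr (chr4, 143, 140, 155 and 144 reads) the processed transcript ENSMUST00000152666 (21848058 to 21860468) made up 16.1% of reads in Tut1f/f (Wilson 95% interval 11.0 to 23.0) and 34.3% in Tut1f/f;Cre (26.9 to 42.5), with an FDR of 0.00644 by Fisher's two-sided exact test. It was at 16.8% (11.7 to 23.4) in the library labelled Trp53f/f;Cre and 31.9% (24.9 to 39.9) in the library labelled Tut1f/f;Trp53f/f;Cre, a difference that did not pass the threshold (exact test, FDR 0.0767). Against Tut1f/f the library labelled Tut1f/f;Trp53f/f;Cre was higher by 15.9 points, which passed (exact test, FDR 0.0245). In Prpf4b (chr13) the processed transcript ENSMUST00000223228 (34901649 to 34906064) was at 38.3% (35.3 to 41.5), 12.7% (11.0 to 14.8), 23.6% (21.5 to 25.9) and 12.6% (10.9 to 14.6), with exact-test FDRs of 4.0e-40 and 1.9e-10 for the Tut1 comparisons. Its retained intron isoform ENSMUST00000221639 (34875504 to 34884766) was at 35.1% (32.1 to 38.2), 64.8% (62.0 to 67.5), 58.4% (55.8 to 61.0) and 67.2% (64.6 to 69.7), so it was also raised in the library labelled Trp53f/f;Cre. In Ube2v2 (chr16) ENSMUST00000115777 (15552677 to 15594524) was at 58.5% (53.6 to 63.4), 44.6% (38.7 to 50.6), 65.3% (59.7 to 70.5) and 46.5% (41.0 to 52.2), with exact-test FDRs of 0.00550 and 0.000812. In Rit1 (chr3, 101, 54, 64 and 48 reads) ENSMUST00000029692 (88716838 to 88729727) was at 71.3% (61.8 to 79.2), 85.2% (73.4 to 92.3), 70.3% (58.2 to 80.1) and 75.0% (61.2 to 85.1). No change in Rit1 was detectable at this depth.

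**Figure D3:**
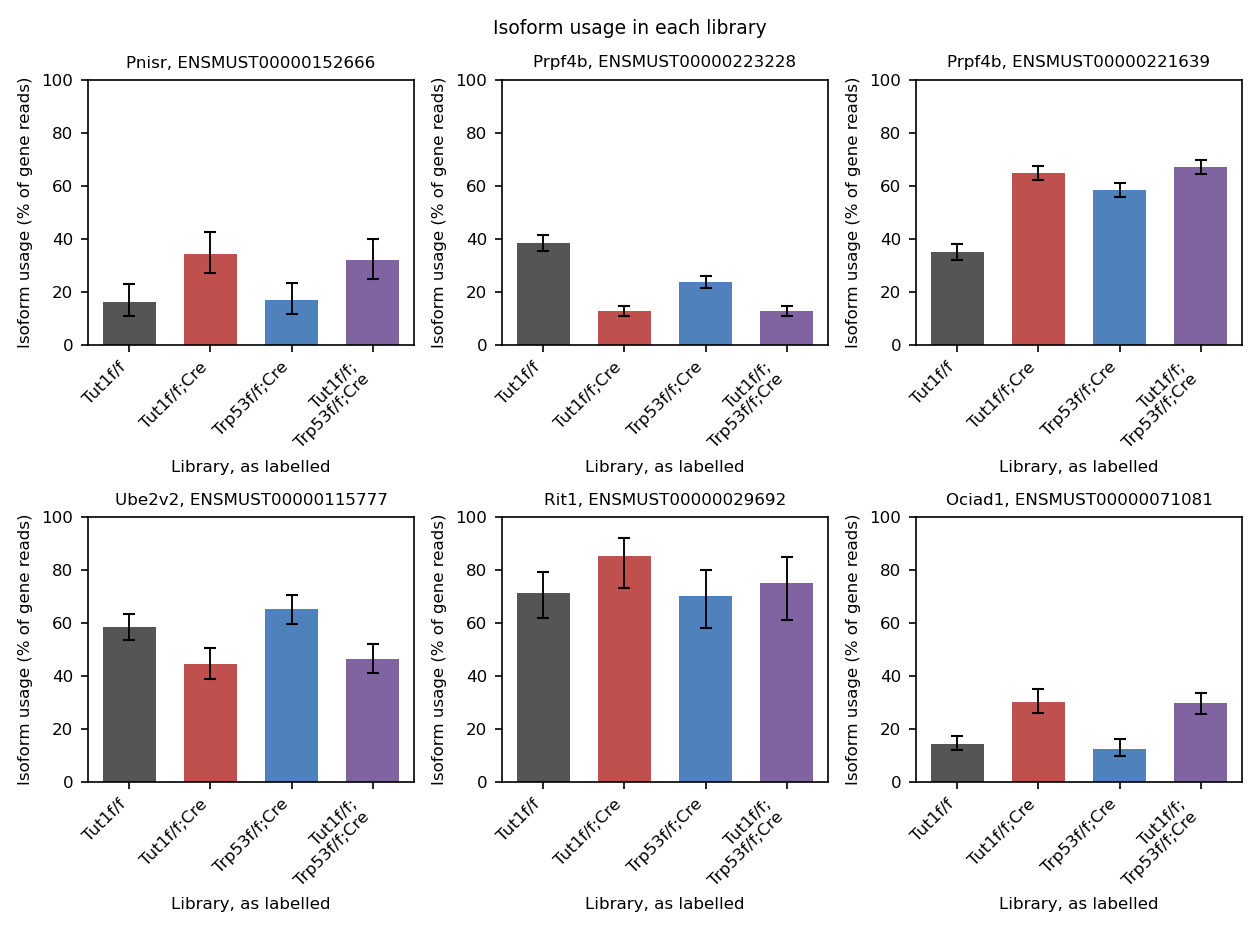
Usage of 6 isoforms as a percentage of the gene's reads (y axes) in the 4 libraries (x axes, 1 library per bar); error bars are Wilson 95% intervals and cover counting error only. Pnisr, Ube2v2 and Ociad1 show like values in both libraries labelled as Tut1-intact and in both labelled as Tut1-deleted, the Prpf4b retained intron isoform ENSMUST00000221639 was higher in the 3 libraries with Cre mRNA, and the intervals of Rit1 overlap.

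Of the 29 shared isoforms, 25 met the rule for naming and 2 were annotated as retained introns, both higher in the libraries labelled as Tut1-deleted. These were ENSMUST00000194756 of Slc25a25, at 5.30%, 19.1%, 11.3% and 24.8%, and ENSMUST00000149433 of Dmd, at 8.77%, 21.7%, 15.8% and 33.3% in the 4 libraries. ENSMUST00000071081 of Ociad1 (chr5, 73292784 to 73313957) was at 14.5% (12.1 to 17.2), 30.2% (25.9 to 34.9), 12.6% (9.58 to 16.3) and 29.6% (25.8 to 33.8). ENSMUST00000063574 of Tsr3 (chr17, 25240170 to 25242798) fell from 78.8% to 53.2% and from 74.5% to 44.3%, and ENSMUST00000085519 of Anp32a (chr9, 62341329 to 62378812) from 62.3% to 47.6% and from 57.7% to 37.5%. The largest differences between Tut1f/f;Cre and Tut1f/f were of another kind. ENSMUST00000173499 of Malat1 was at 12.7% in Tut1f/f and at 84.4%, 84.5% and 91.6% in the 3 libraries with Cre mRNA, and ENSMUST00000039271 of 2610008E11Rik at 90.8% against 23.6%, 29.95% and 22.1%, so both also differed in the library labelled Trp53f/f;Cre. Malat1 had 55 reads in Tut1f/f.

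Retained intron isoforms, a class that incomplete splicing would raise, held 0.926% of gene reads in Tut1f/f (Wilson 95% interval 0.917 to 0.935), 1.55% in Tut1f/f;Cre (1.53 to 1.56), 1.45% in the library labelled Trp53f/f;Cre (1.44 to 1.47) and 1.51% in the library labelled Tut1f/f;Trp53f/f;Cre (1.495 to 1.523). The ratios to Tut1f/f were 1.67, 1.57 and 1.63, so the share was raised in the library labelled as Tut1-intact too. Isoforms without a plain Ensembl transcript name held 21.9% (21.9 to 22.0), 25.0% (25.0 to 25.1), 25.5% (25.5 to 25.5) and 25.8% (25.8 to 25.9). An unweighted mean over 6851 genes moved the shares most. By it retained introns held 2.41%, 3.86%, 3.70% and 3.56%, and isoforms without an Ensembl name 34.1%, 34.0%, 33.8% and 34.4%, so that the second difference was gone.

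**Figure D4:**
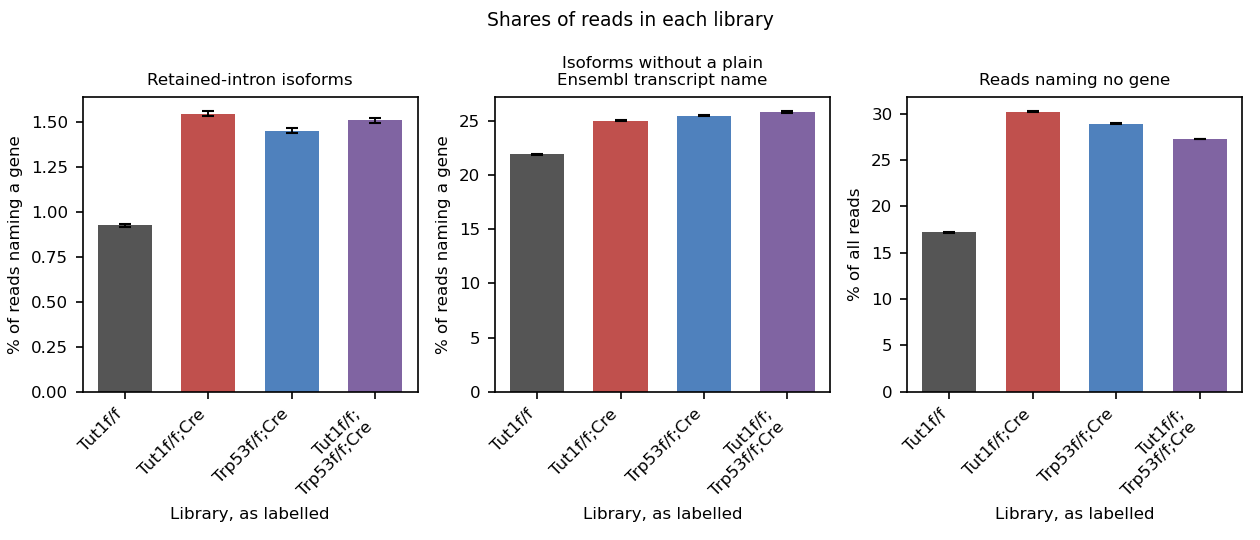
Percentage of reads (y axes, starting at 0) on retained intron isoforms and on isoforms without a plain Ensembl transcript name, both of reads naming a gene, and percentage of all reads naming no gene, in the 4 libraries (x axes, 1 library per bar); error bars are Wilson 95% intervals and cover counting error only. The Tut1f/f library had the lowest share in each panel, and reads naming no gene rose from 17.2% there to 30.2%, 28.9% and 27.3%.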

Values the study reported

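The study reported that in each group of neural stem cells over 13,000 genes were detected. It put the efficiency of Tut1 deletion at around 95%. Against LNP-treated Tut1f/f cells, it counted 119 altered splicing events, located in 107 genes, after Cre mRNA treatment of Tut1f/f cells. Of those, it found 81 events in 66 genes also in the double knockout and in neither of the other groups.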

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

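The tests of ribosomal RNA, of Cre mRNA treatment, of counting error, of GC content or length of Tut1, of exchanged labels, of Tut1 deletion for reads naming no gene, of genes with few reads and of the sex of the cells were chosen only after the results were seen.

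Reads that named no gene were outside the comparisons above, and in the libraries with Cre mRNA they took more of the total than in the control: 30.2% in Tut1f/f;Cre, 28.9% in the library labelled Trp53f/f;Cre and 27.3% in the library labelled Tut1f/f;Trp53f/f;Cre, against 17.2% in Tut1f/f. The difference between Tut1f/f;Cre and Tut1f/f was 13.0 points, and that between the 2 libraries labelled as Trp53-deleted was -1.67 points. The difference between these effects was not tested across replicates. The larger amount of ribosomal RNA in Tut1f/f argues against itself as the whole cause, since the smallest ratio to Tut1f/f was 1.40 without CT010467.1. RNA from inside annotated genes is a candidate source. In the libraries with Cre mRNA at least 87.2% of these reads lay in 1 kb bins inside genes, and the smallest excess over the same positions shifted by 5 Mb was 38.6 points. Tut1f/f also had such an excess (75.9% against 47.9%), but per total reads these reads came to 13.1% there and to 26.5%, 25.2% and 23.9% in the others, while reads outside genes came to between 3.34% and 4.14%. In 1 kb bins without an annotated exon they came to 5.91%, 15.0%, 13.6% and 13.5% of total reads in the 4 libraries, a rise that unspliced RNA could give. Positions rounded to 1 kb do not show whether a read was spliced, so this stays open. Cre mRNA treatment cannot be told apart from genotype or from a difference between library preparations, because only 1 library had no Cre mRNA. Tut1 deletion is argued against by the library labelled Trp53f/f;Cre if its label holds, with a ratio to Tut1f/f of 1.68, and exchanged labels would still leave an intact library at 27.3%. It cannot be told apart from other causes if that label alone is wrong, since the annotated Tut1 transcript was lower than in Tut1f/f in both libraries. For the library labelled Tut1f/f;Trp53f/f;Cre, GC content or length could also give that fall.

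Tut1 moved in opposite directions in the comparisons meant to show its deletion, with a log2 ratio of -1.36 for Tut1f/f;Cre against Tut1f/f and 1.19 for the library labelled Tut1f/f;Trp53f/f;Cre against the one labelled Trp53f/f;Cre. The counting intervals of these ratios do not overlap, and without replicates the difference was not tested further. Counting error alone is argued against by the library labelled Trp53f/f;Cre, whose ratio to Tut1f/f had an upper 95% bound of -0.29. GC content or length is argued against as the whole cause for the annotated transcript: 378 transcripts of like GC content and length had a median log2 ratio of -0.49 in that library, above its interval (-6.73 to -1.63), and 16 of them fell as far. In the library labelled Tut1f/f;Trp53f/f;Cre it cannot be told apart from a true loss of that transcript. There the median was -0.60, inside the interval (-3.35 to -0.49), and 45 fell as far. For all Tut1 reads in the library labelled Trp53f/f;Cre, GC content or length cannot be told apart from a true loss, because 405 genes of like GC content and length had a median of -0.42, inside the interval of Tut1 (-2.21 to -0.29). Their median was also lower in the library labelled Tut1f/f;Trp53f/f;Cre (-0.53), where Tut1 was not. The limits of these tests were changed after values were seen, from a fixed -0.5 to the interval bounds. Exchanged labels of the 2 libraries cannot be told apart from correct ones either. The ratio of 1.19 is what an exchange would give, but the annotated transcript ENSMUST00000096239 remained below Tut1f/f in both libraries. In the one labelled Tut1f/f;Trp53f/f;Cre, GC content or length could also give that. Usage in Ube2v2, a gene that the study had selected, followed the labels. In Pnisr, ENSMUST00000152666 leaned the same way without passing the threshold between these 2 libraries. It passed for the library labelled Tut1f/f;Trp53f/f;Cre against Tut1f/f (15.9 points, exact-test FDR 0.0245). An isoform of Pnisr named by a read went otherwise. It was lower in Tut1f/f;Cre than in Tut1f/f (12.9% against 27.3%, exact-test FDR 0.0242). It did not fall from the library labelled Trp53f/f;Cre (17.4%) to the one labelled Tut1f/f;Trp53f/f;Cre (19.4%). Prpf4b moved away from Tut1f/f in both libraries, further in the one labelled Tut1f/f;Trp53f/f;Cre. There ENSMUST00000223228 was at 12.6%, against 23.6% in the library labelled Trp53f/f;Cre (exact-test FDR 1.9e-10). The 29 isoforms called in the same direction in both Tut1 comparisons follow the labels by selection, and 63 went in opposite directions. Trp53 bears on neither case, since both libraries are labelled as deleted. The exon content of the remaining Tut1 isoforms, which would show deletion directly, was not analysed here.

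Gene ratios for Tut1 deletion also went in opposite directions by Trp53 status. Across 9882 genes, which are not independent replicates, the log2 ratios of Tut1f/f;Cre to Tut1f/f and of the library labelled Tut1f/f;Trp53f/f;Cre to the one labelled Trp53f/f;Cre had a Pearson r of -0.29, and 3 pairings of libraries were computed. The other pairing of Tut1 status gave -0.01 and the pairing of Trp53 status -0.31. Genes on the sex chromosomes are argued against as the cause, with r -0.27 over 9525 genes without X and Y. So are genes with few reads, with -0.37 over 5586 genes with a mean of at least 50 reads, and trends with GC content or length, with -0.31 over 9876 genes after their removal (99.9% of genes had a GC value). Usage in the same comparisons had 63 isoforms called in opposite directions and 29 in the same one, with r -0.19 across isoforms. The other pairing of Tut1 status went the other way, with 5 opposite, 14 in the same direction and r 0.06. The pairing of Trp53 status had 16 opposite, 4 in the same direction and r -0.26, so opposite directions were not particular to Tut1 status. Simulated unchanged libraries gave 49.0 (33 to 63) opposite, so 63 does not exceed their range, although their spread overstates the libraries with Cre mRNA. The difference was not tested across replicates. Over 21738 isoforms, 400 were parted by at least 10 points along the split that sets Tut1f/f and the library labelled Tut1f/f;Trp53f/f;Cre against the other 2, compared with 181 for Tut1 status and 124 for Trp53 status. At a gene minimum of 50 reads the counts in that order were 133, 69 and 19 of 16776 isoforms. No chance value was computed for these counts, and the split that sets Tut1f/f with the double knockout had the most at both minimums. The sex of the cells cannot be told apart from other causes of that split, because Xist and the Y-linked genes Kdm5d, Ddx3y, Eif2s3y and Uty follow it too. That split is also the contrast for a different response to Tut1 deletion with and without Trp53, which the design names. Used in place of Tut1 status, it gave 5 genes in edgeR, among them Xist, Kdm5d, Ddx3y and Eif2s3y, and 0 isoforms in diffSpliceDGE. In place of Trp53 status it gave 55 genes in edgeR. With 1 library per genotype, and with sex-linked genes following the same split, these counts cannot decide on such a response. It stays open, as do exchanged labels.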

How the results depend on the processing

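The counts for a ratio interval without a fold requirement, for the remaining split in place of Trp53 status, for Trp53 status without a Tut1 term and for each library left out were chosen after seeing the data. Among the alternative values of the main results, 84 stayed within 1.5 times the count or within the counting interval of the median or share, and 52 moved. List medians outside the central 95% of random lists kept their sign. The 16 for Tut1 and Trp53 in single comparisons all stayed within their intervals.

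For Tut1 status edgeR called 0 genes with TMM or DESeq2 size factors, without a filter, at a mean of 50 reads, without a fold threshold and without a Trp53 term (79 to 247 at an unadjusted p under 0.05), and DESeq2 called 0 (70). The remaining split of the libraries gave 5. For Trp53 status the count was 2 without a filter, adding CT010467.1 (log2 fold change -1.02, FDR 8.9e-05), 2 at a mean of 50 reads, adding H2afj (-2.43, FDR 0.0493), and 55 with the remaining split. All were edgeR fits, both added genes were chosen after their values were seen, and the cause was not tested. For usage by Tut1 status diffSpliceDGE called 0 in all 5 settings (8 to 79 at an unadjusted p under 0.05 and past the size threshold), and 0 for the remaining split (235).

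Each library was left out in turn in fits of 1 gene's status alone, where a lone library is assumed to vary like the others. For Tut1 status edgeR called 0 genes each time (34 to 2693 at an unadjusted p under 0.05), and diffSpliceDGE called 0 to 294 isoforms, the 294 without Trp53f/f;Cre. For Trp53 status edgeR called 1 to 1381 genes, 15 without Tut1f/f and 1381 without Tut1f/f;Cre, against 1 with all 4 libraries and no Tut1 term. Both the 294 and the 1381 set Tut1f/f alone against a pair of libraries with Cre mRNA.

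In the order Tut1f/f;Cre, Trp53f/f;Cre and double knockout against Tut1f/f, then double knockout against Trp53f/f;Cre, gene differences came to 1159, 1300, 808 and 240 at a mean of 50 reads, where fewer genes were compared, and to 5464, 5678, 4847 and 3261 by interval alone. Isoform differences came to 870, 949, 606 and 88 at 20 points, a stricter threshold by construction. Isoforms shared without a common library came to 2 at 20 points, 30 at a gene minimum of 50, 31 at an isoform minimum of 30 and 23 after thinning, and to 781 with Tut1f/f as control of both, where chance values are shared.

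Scaling by library total moved the list medians to -0.22 (unfolded protein response, Trp53f/f;Cre against Tut1f/f), 0.32 and 0.23 (U6 proteins, Tut1f/f;Cre and Trp53f/f;Cre), by about the shift of all genes. With Tut1f/f as control the double knockout had -1.29 (p53 targets), -0.19 (unfolded protein response), 0.48 (U6 proteins) and 0.35 (neural stem cell genes), where the control differs by construction.

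In the order of the libraries, the retained intron share was 0.880%, 1.44%, 1.36% and 1.42% over genes with 20 reads in every library, 1.35%, 2.16%, 2.03% and 1.97% without the 50 genes with most reads, and 2.41%, 3.86%, 3.70% and 3.56% as an unweighted mean. It was lowest in Tut1f/f in each. Isoforms without an Ensembl name held 21.5%, 24.6%, 25.1% and 25.4%, then 28.6%, 30.3%, 30.6% and 29.5%, then 34.1%, 34.0%, 33.8% and 34.4%. Here the double knockout was no longer highest without the 50 genes, and Tut1f/f was no longer lowest in the unweighted mean. The cause was not tested.

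No paired analysis was possible because each sample had 1 column. From the additive model no library could be left out, since no residual degrees of freedom would remain. With 1 column per sample, single-library gene comparisons had no DESeq2 test or FDR, and Fisher's test was already the one used for usage. Depth limits Tut1, with 11 to 37 reads, and isoforms of genes under 20 reads, which were not tested.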

Other observations

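The tests of genes with most reads and of Tut1 deletion for the retained intron share, of reads shared between Rpl3 and its copy, and of mixed cultures were chosen only after the results were seen.

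Sex-linked genes split the libraries. Xist had 0, 44, 49 and 0 reads in Tut1f/f, Tut1f/f;Cre, the library labelled Trp53f/f;Cre and the library labelled Tut1f/f;Trp53f/f;Cre, and the Y-linked genes Kdm5d, Ddx3y, Eif2s3y and Uty had 370, 0, 0 and 264 together. The floor of 3 counts was 0.754 CPM for Xist in Tut1f/f and 1.02 CPM in the library labelled Tut1f/f;Trp53f/f;Cre. The same sex in all 4 libraries is argued against by these reads, since Xist and those Y-linked genes had reads in different libraries. Cultures from embryos of different sex are the candidate explanation. Of 6 genes known to escape X inactivation 5 were higher in the libraries with Xist, Eif2s3x being lower (-0.58), and their median log2 difference of 0.36 lay at percentile 95.68 of matched random lists, just past the limit of 95 that was used. Mixed cultures are argued against by 0 reads of those 4 Y-linked genes in the libraries with Xist. The 4 genes were chosen after their values were seen, and Gm47283, also on Y, is an exception with 20 and 34 reads there, 1644 in Tut1f/f and 66 in the library labelled Tut1f/f;Trp53f/f;Cre, as is Gm21860 with 0, 1, 26 and 4. Those genes set Tut1f/f apart from all 3 libraries with Cre mRNA more than they follow Xist. Tut1f/f and Tut1f/f;Cre differ in sex-linked reads as well as in Cre mRNA, and a comparison between them may include both. If the hypothesis holds, the first is a difference in sex.

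The retained intron share was higher in all 3 libraries with Cre mRNA. Genes with most reads taking part of the Tut1f/f library are argued against as the cause, since the smallest ratio to Tut1f/f was 1.46 without the 50 genes. Tut1 deletion cannot be told apart from other causes: the ratio was 1.57 in the library labelled Trp53f/f;Cre, which argues against it if the label holds, but Tut1 reads were low in that library and the annotated Tut1 transcript was lower than in Tut1f/f in both libraries labelled as Trp53-deleted. For the library labelled Tut1f/f;Trp53f/f;Cre, GC content or length could also give that fall. Cre mRNA treatment and a difference between library preparations stay open for the same reason as for reads naming no gene.

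Rpl3-ps1, the only gene called for Trp53 status, may rise through reads shared with Rpl3. Its share of the reads of both was 6.96% (6.52 to 7.44) in Tut1f/f, 6.75% (6.18 to 7.36) in Tut1f/f;Cre, 55.4% (54.3 to 56.4) in the library labelled Trp53f/f;Cre and 51.2% (50.1 to 52.2) in the library labelled Tut1f/f;Trp53f/f;Cre. The sum of both was 2971, 2325, 2311 and 3149 CPM, and its mean log2 difference between the libraries labelled as Trp53-deleted and the others was 0.0376. A sequence variant of Rpl3 in the Trp53-floxed strain, which would draw reads to the copy, is a hypothesis that was not tested.

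Isoforms called between Tut1f/f;Cre and Tut1f/f came to 1597 in 1012 genes. That is higher than the number of splicing events quoted from the study above, which are counted by another definition. Isoforms shared with the library labelled Tut1f/f;Trp53f/f;Cre and not called in the one labelled Trp53f/f;Cre came to 164 in 138 genes. That too is higher than the value quoted from the study above. The efficiency of Tut1 deletion was not measured here.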
